A study of Macaca mulatta with 48 samples. Its data were reported in "Ankyrin-3 as a molecular marker of early-life stress and vulnerability to psychiatric disorders" (2016).

How the data were processed

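The data were 48 two-colour promoter tiling arrays of T cell DNA (CD3+ cells) from rhesus macaques. Per the labels and the study, DNA was pooled within sex, stage and rearing group, DNA was immunoprecipitated with an antibody against 5-methylcytosine, in 3 parallel assays per pool, the bound and input fractions were then amplified, and bound DNA carried Cy5 and input DNA Cy3 on every array, with no dye swap. Array scans were read by the authors with Agilent Feature Extraction 10.7.3.1 (per the file headers), under a ChIP protocol for 34 arrays and a CGH protocol for 14, with probe positions on the rheMac2 build. The deposited scanner files hold intensity values per spot: median signals and their local background, and processed signals from which the background had been subtracted and a spatial trend removed, scaled by a linear dye factor for each channel. A deposited value table holds log2 ratios of the same arrays. Set against the scanner files, its columns followed the log2 ratio of background-subtracted median signals of bound over input and shared a common distribution, as after the quantile normalization named in the methods (correlation of 0.994 to 1.000 by array; column medians between -0.89 and -0.83, so not centred on 0); the submitters' processing notes name limma, with no version. That table was used as an alternative, as deposited. Every sample was assigned to its group by its title.

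The arrays carried 420288 features, of which 1711 were control spots and 418577 were probes of 60 bp. Log2 ratios of the processed signals, bound over input, were centred on the median of each array, and no loess or quantile step was applied. Probes were kept where the input channel was well above background on at least 2 of the 3 arrays in each of the 16 pools, which left 220018 probes (52.6%), and values of spots marked as outliers by the scanner software were left out. The filter and the median used for centring rested on the same probes. Neighbouring probes with gaps of at most 500 bp were joined into tiled promoter regions, and the 21120 regions with at least 3 kept probes were tested as the mean over their probes (median 8 probes and 1180 bp). Signal over background limits what can be seen: the bound channel was well above background for 31.5% to 69.5% of the probes of an array. Saturated spots (572 in all) were kept. The arrays came from 24 slides with 2 arrays each and were scanned on 3 days: the 1 month stage on 1 day, the 2 years stage on another, and both weaning stages on the remaining day. In both weaning stages every control array lay at position 2 of its slide and every stress array at position 1. Rearing and slide position cannot be told apart there. At 1 month and 2 years a single slide of each pair of pools held both a control and a stress array, so rearing and slide were only partly separated at these stages.

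Differences were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 and adjusted by Benjamini-Hochberg over the regions, with a threshold of 0.05. For each of the 8 rearing comparisons within a sex and stage, stress minus control was taken from a fit of 16 pool means to all 48 arrays, which shares 1 estimate of the technical spread. The comparison over all pools kept the pool as a random block (estimated correlation 0.303), and so did its comparison between the sexes (0.281), estimated on 4000 regions. For sex, age, rearing by age and weaning, the planned pool block had no effect, because each pool is already a mean of the fit, so that these tests also see technical spread only; the fit on pool means, planned as an alternative, covers differences between pools and its counts are printed beside them. Tests of X-linked signal were exact permutation tests over 8 pools per sex. The samples, comparisons, alternatives and the rule for named regions were fixed before the data were examined: the largest differences past the threshold, 3 in each direction for each rearing pair (with stress and control arrays not overlapping), up to 10 in each direction over all pools, and 5 in each direction for age and for sex (X and autosomes apart). The rule had asked for regions with a gene symbol. Because gene names for these positions were not used here, it was applied to all regions, regions are given by position, and the planned gene lists and the set test on them were not analysed here.

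The fits of a pool pair, of rearing over all pools and of sex in controls were tested on simulated data for 21120 regions. Of these regions 60, 73 and 67 were changed by 0.5, 1 and 1.5 log2 units, in either direction. Age, weaning, rearing by age and rearing by sex were not simulated. The test of a pool pair, simulated for male rearing at 1 month with no spread between pools, recovered 11.7%, 76.7% and 89.6% of these, with 11 false calls. That number of false calls therefore covers technical spread only, whereas the simulations below held spread between pools. For rearing over all pools the pool block recovered 35.0%, 89.0% and 100% with 128 false calls, and pool means 3.33%, 69.9% and 89.6% with 4. The simulated spread between pools was taken over all sexes and stages. The fit to the real data takes up sex and stage, so the simulated spread may have been larger than the one left there. For sex in controls, with pools that differed as much as the pools did here over all stages, the 16-mean fit recovered 81.7%, 98.6% and 100% but made 6086 false calls, and pool means recovered 0%, 11.0% and 61.2% with 3 false calls.

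Alternatives were quantile normalization, median signals without background correction, normexp correction of median signals with an offset of 50 (the scanner files used held median, not mean, signals), the deposited value table, no filter on dim probes, the slide as a random block (in place of the pool block for the comparisons over all pools), the replicate number as a block, pool means, leaving out each array or stage in turn, and the methods' 2 stages on single probes (p of 0.05, difference of 0.5, then a rank-sum test with a false discovery rate of 0.2), run here on the median-centred log ratios, whereas the study applied them after quantile normalization and a Bayesian deconvolution step that was not used here. Leaving out the after-weaning replicate 1 arrays was added after the data were seen. Replicate numbers were checked for pairing by the correlation of deviations from the pool means: in female after-weaning pools all 3 were over 0.1 (0.121 to 0.284), the limit set for pairing, and in the other 3 pairs of the weaning stages they were above 0 but not all over it; in all 4 of these pairs the arrays of a number shared a slide. The count there with the replicate block is given with the other alternatives. After weaning, the replicate 1 arrays of both rearing groups carried the input X signal of the opposite sex, which may itself make deviations of the same number correlate. Array data were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.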

Results

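DNA methylation was profiled in CD3+ T cells of rhesus macaques by methylated DNA immunoprecipitation followed by hybridization to promoter tiling arrays. Animals of both sexes were raised either by their mothers (control) or with a surrogate and peers (stress), and T cells were collected at 4 stages: 1 month of age, before weaning (6 to 7 months), after weaning (9 to 10 months) and 2 years (26 to 30 months). DNA from 71 T cell samples was combined into 16 pools, 1 for each combination of sex, stage and rearing, with 3 to 6 samples in a pool. Each pool was assayed on 3 arrays, which gave 48 arrays in total. On every array immunoprecipitated (bound) DNA was set against input DNA of the same pool, and the value given throughout is the log2 ratio of bound over input, centred on the median of its array, so that a higher value stands for more methylated DNA relative to the rest of that array. A total of 21120 tiled promoter regions was tested, 20176 on 16 autosomes and 944 on chromosome X. The median input signal of an array lay between 9.93 and 50.4 intensity units, and 31.5% to 69.5% of the probes were well above background in the bound channel. The number of arrays limits the precision. Because the 3 arrays of a pool are parallel assays of the same DNA, p-values for a pair of pools measure technical spread and do not cover differences between animals. Across regions the median correlation between arrays was 0.939 within a pool, 0.922 between pools of a stage and 0.822 between stages scanned on different days.

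The sex labels of the arrays were checked first, in the input channel, where the signal of chromosome X follows the number of X copies. Input signal on X minus that on autosomes averaged -0.46 ± 0.09 (SD, n = 22) on log2 scale over male arrays and 0.27 ± 0.07 (SD, n = 22) over female arrays, leaving out replicate 1 of the after-weaning stage. The 4 after-weaning replicate 1 arrays lay on the opposite side of the midpoint of -0.10. Those labelled male had values of 0.30 (control) and 0.31 (stress), and those labelled female had values of -0.44 (control) and -0.46 (stress). None of the other 44 arrays lay on the opposite side. The comparisons kept the labels of these 4 arrays unless stated, and selected values without them are given.

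**Figure D1:**
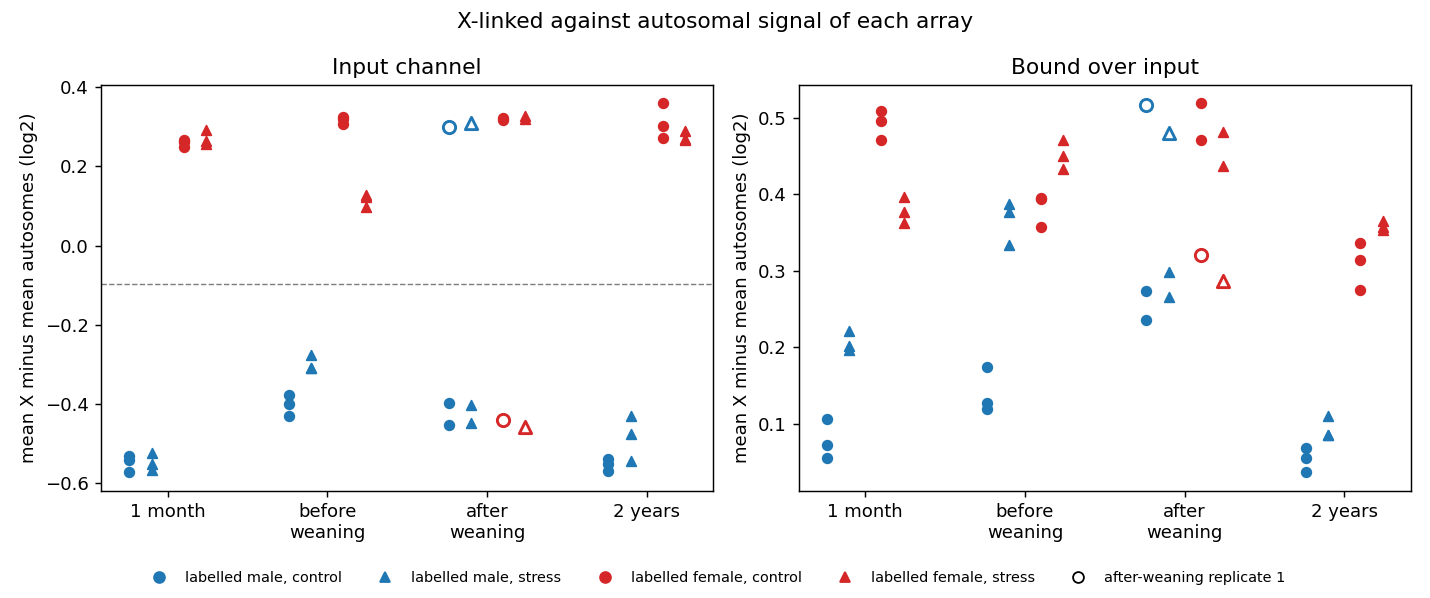
Mean X-linked minus mean autosomal log2 signal of each of the 48 arrays, in the input channel (left) and for bound over input (right), by stage, labelled sex (colour) and rearing (circles control, triangles stress); open symbols mark replicate 1 of the after-weaning stage and the dashed line is the midpoint between the sexes at -0.10. In the input channel only the 4 open symbols lie on the opposite side of the line from the other arrays of their label.

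The first question was whether early rearing left a difference in T cell methylation at 1 month of age. Here and below, largest refers to the regions past the threshold and, for a pair of pools, with stress and control arrays that did not overlap. In several comparisons larger differences did not meet these limits. In male pools 2585 regions were higher and 1969 lower in stress than in control, and in female pools 2104 regions were higher and 2898 lower. The largest increase in males was on chromosome 3, positions 8711778 to 8712237, which rose by 1.85 ± 0.26 (SE) to 1.87 ± 0.59 (SD, n = 3 arrays) from 0.02 ± 0.21 (adjusted p = 9.61e-06), and the largest decrease was on chromosome 3, positions 93047749 to 93048368, which fell by 2.69 ± 0.40 to -2.36 ± 0.46 (adjusted p = 1.45e-05). In females the largest increase was on chromosome 1, positions 51155916 to 51156415 (2.60 ± 0.40, adjusted p = 1.6e-05), and the largest decrease on chromosome 12, positions 46155624 to 46156203 (-2.42 ± 0.23, adjusted p = 5.71e-09). Several of the leading regions moved the other way in the other sex: chromosome 10, 87124319 to 87124898, was 1.80 in males (1.15 with quantile normalization) and -1.61 in females (adjusted p = 5.48e-05), chromosome 12, 46155624 to 46156203, was 1.23 in males (adjusted p = 0.000231), chromosome 15, 80528426 to 80529005, was -1.94 in females and 1.58 in males (adjusted p = 0.000702), and chromosome 1, 160029391 to 160030330, was 2.52 in females and -1.43 in males (adjusted p = 0.0308).

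Across all 21120 regions the rearing differences of the male and female pools at 1 month correlated at r = -0.70 (jackknife SE 0.0073 over chromosomes; regions are not independent replicates), and no array was shared between the pairs. Regions higher in male stress and lower in female stress numbered 1603, and those lower in males and higher in females numbered 943. In both sexes 3 regions were called higher and 5 lower. Chosen after their values were seen, the 3 higher regions were on chromosome 9 at 102077976 (0.63 in males and 0.67 in females), chromosome 10 at 2421582 (0.66 and 0.70) and X at 131198314 (0.49 and 0.92). The 5 lower regions, likewise named after the fact, began at 153563996 on chromosome 3 (-0.92 and -0.92), 130255232 on chromosome 6 (-0.51 and -0.55), 90434637 on chromosome 12 (-0.78 and -1.12), 70151152 on chromosome 13 (-0.57 and -0.58) and 25208627 on chromosome 16 (-0.98 and -0.94). The calls followed the methylation level without quantile normalization: in males 1775 of the 2585 higher regions lay among the 5280 regions with the highest level and 836 of the 1969 lower regions among the 5280 with the lowest, while in females 2114 of the 2898 lower regions lay among the highest 5280. With quantile normalization, which gives all arrays the same distribution, the correlation between the sexes was -0.64 and the calls were 1896 higher and 2058 lower in males and 2317 and 2347 in females. The link with level was then lost: the 5280 regions with the highest level held 287 of the higher and 522 of the lower calls in males and 592 and 581 in females, and the correlation of the difference with the level went from 0.52 to -0.07 in males and from -0.63 to -0.02 in females. The deposited value table gave 1956 higher and 1612 lower in females. Totals for males and females were 2807 and 4144 with median signals, 2867 and 3899 with normexp correction and 3247 and 5971 with dim probes kept. The male total was 2950 with the deposited value table. Without control replicate 1 the male count was 2549, and without stress replicate 1 it was 2660. Rearing and slide were only partly separated at this stage.

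**Figure D2:**
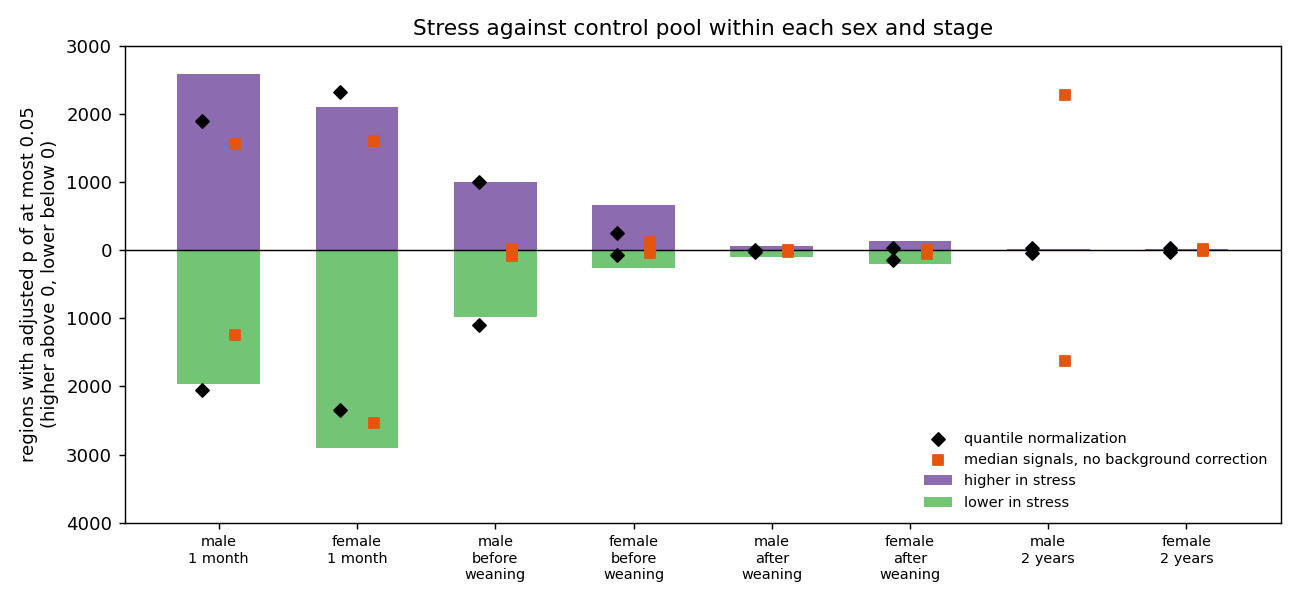
Number of regions with an adjusted p of at most 0.05 in limma for stress against control in each pair of pools; bars above 0 count regions higher in stress and bars below 0 regions lower in stress, diamonds give the counts with quantile normalization and squares those from median signals without background correction. Counts fall from 4554 and 5002 at 1 month to 25 and 23 at 2 years, and the male 2 years count rises to 3904 with median signals.

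**Figure D3:**
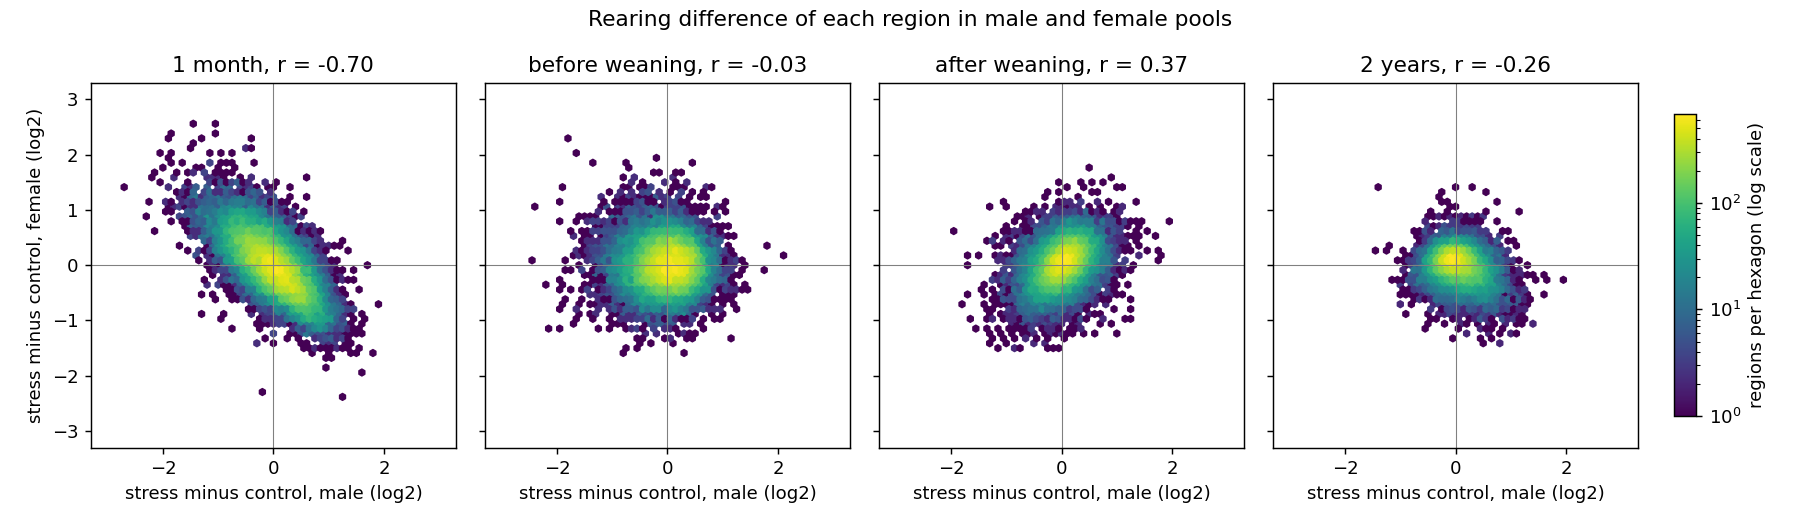
Stress minus control log2 difference of each of the 21120 regions in male pools (horizontal) against female pools (vertical) at each stage; colour gives the number of regions per hexagon on a log scale. The correlation across regions is -0.70 at 1 month, -0.03 before weaning, 0.37 after weaning (with the labels as given) and -0.26 at 2 years. After weaning the replicate 1 arrays carried the input X signal of the opposite sex, so the correlation there may in part reflect pairs that mix the sexes. In both weaning stages rearing and slide position cannot be told apart.

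Before weaning, 1002 regions were higher and 983 lower in stress in male pools, and 666 were higher and 257 lower in female pools. Every control array of this stage lay at position 2 of its slide and every stress array at position 1, so rearing and position cannot be told apart. In the input channel the pools of this stage differed on X as well: X minus autosomes was 0.12 ± 0.02 (SD, n = 3 arrays) for female stress against 0.32 ± 0.01 for female control, and -0.30 ± 0.02 for male stress against -0.40 ± 0.03 for male control. The largest male increase was on chromosome 6, positions 52815180 to 52816679 (1.43 ± 0.33 SE, adjusted p = 0.00503), and the largest male decrease on chromosome 6, positions 137120373 to 137120912 (-2.45 ± 0.33, from 0.28 ± 0.23 to -2.17 ± 0.25 SD, n = 3 arrays, adjusted p = 4.04e-05). In females the largest increase was on chromosome 14, positions 132326627 to 132326966 (2.32 ± 0.51, adjusted p = 0.00696), a region that was -1.81 in males (adjusted p = 0.0198). Chromosome 1, 165332260 to 165332959, was also higher in female stress (2.02) and lower in male stress (-1.67, adjusted p = 0.00706). The largest female decrease was on chromosome 13, positions 68713969 to 68714588 (-1.58 ± 0.40, adjusted p = 0.0198). The male differences before weaning correlated with those at 1 month at r = 0.50, or 0.34 with quantile normalization, and the male pools shared 517 higher and 342 lower regions between these stages; at both stages most higher calls lay among the regions with the highest level (1775 of 2585 and 726 of 1002), which with quantile normalization was 287 of 1896 and 75 of 1003, and the correlation of the difference before weaning with the level went from 0.40 to -0.21. The male count fell to 107 with median signals, 126 with normexp correction and 301 with dim probes kept, and the deposited value table gave 107 higher and 1305 lower regions. The female count fell to 168 with median signals, 87 with normexp correction, 115 with dim probes kept, 325 with quantile normalization and 312 with the deposited value table. With the slide as a random block the counts rose to 3144 in males and 1843 in females. The male count was 1226 without control replicate 1, 1098 without control replicate 3 and 1178 without stress replicate 2, while the female count was 312 without stress replicate 2 and 529 without stress replicate 3.

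After weaning, the pools labelled male had 67 regions higher and 106 lower in stress, and the pools labelled female had 130 higher and 196 lower. The arrays labelled male showed their largest increase on chromosome 9, positions 23598901 to 23600320 (1.94 ± 0.43 SE, adjusted p = 0.0188; 1.59 with quantile normalization, adjusted p = 0.0892, so no longer called) and their largest decrease on chromosome 4, positions 32675421 to 32676240 (-1.81 ± 0.31, adjusted p = 0.00294). On the arrays labelled female the largest changes were on chromosome 9, positions 69456270 to 69457809 (1.54 ± 0.41, adjusted p = 0.0469) and chromosome 10, positions 62095195 to 62095774 (-1.53 ± 0.33, adjusted p = 0.0113). Both labelled sexes shared 6 higher and 26 lower regions, among them, named after their values were seen, chromosome 1 at 114182888 (1.06 and 1.07), chromosome 10 at 64993169 (-1.25 and -1.35) and chromosome 4 at 27640577 (-1.08 and -1.29). Because rearing and slide position cannot be told apart at this stage in either sex, shared regions cannot be assigned to rearing. The replicate 1 arrays also carried the input X signal of the opposite sex. Each labelled pair may therefore hold arrays of both sexes, which may account for part of the shared calls. Leaving out the 4 replicate 1 arrays gave 118 higher and 139 lower regions in males and 192 higher and 366 lower in females, with 7 higher and 17 lower regions shared. Quantile normalization left 6 higher and 25 lower regions in males and 34 and 136 in females, and the deposited value table gave 6 and 18 in males and 4 and 67 in females. Totals for the arrays labelled male and female were 23 and 64 with median signals, 12 and 73 with normexp correction and 8 and 20 with dim probes kept, and 611 and 849 with the slide as a random block; the replicate block gave 268 for those labelled male. The male count was 106 without control replicate 2 and 309 without control replicate 3, and the female count was 130 without control replicate 2, 183 without stress replicate 2 and 123 without stress replicate 3.

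At 2 years, 20 regions were higher and 5 lower in male stress, and 12 were higher and 11 lower in female stress. A region on chromosome 11, positions 60120632 to 60122131, was called in both sexes with opposite signs: it fell by 1.44 ± 0.25 (SE) in males to -1.07 ± 0.07 (SD, n = 3 arrays; adjusted p = 0.0147) and rose by 1.38 ± 0.25 in females to -0.04 ± 0.19 (adjusted p = 0.00627). The other leading regions included chromosome 6, 62412629 to 62414048 (1.91 ± 0.42, adjusted p = 0.0463, not called with quantile normalization, adjusted p = 0.0686, nor without the after-weaning replicate 1 arrays, adjusted p = 0.0514), and X, 33082514 to 33084853 (1.27 ± 0.25 over 19 probes, adjusted p = 0.0277), in males, and chromosome 4, 69893332 to 69894911 (1.44 ± 0.17, adjusted p = 1.11e-05), and chromosome 15, 79605353 to 79606772 (-1.44 ± 0.30, adjusted p = 0.0247), in females. The 5 lower male regions also held chromosome 15 at 41852924 (-1.26), chromosome 13 at 242749 (-0.88) and, named after their values were seen, chromosome 1 at 47736429 (-0.64) and at 47940316 (-0.69). Male counts depended on the values used: 2274 regions were higher and 1630 lower with median signals, 3663 and 3195 with normexp correction, 1025 and 771 with dim probes kept and 35 and 37 with quantile normalization. In limma no male region was called without control replicate 2, stress replicate 2 or stress replicate 3 (1629, 1411 and 1633 regions at an unadjusted p under 0.05), 2 were called without control replicate 1 and 2 without control replicate 3, and 41 without stress replicate 1. Stress replicates 2 and 3, which shared a slide, had a median input signal of 16.9 and 19.1, against 43.4 to 49.0 on the other 4 male arrays of this stage, and a log ratio before centring with a median of 0.14 and 0.11, against -0.22 to -0.18. The female count was 11 and 13 without control replicates 1 and 2, and 7, 9 and 15 without stress replicates 1, 2 and 3. It also depended on the values used: 51 with quantile normalization, 37 with median signals, 29 with normexp correction and 5 with dim probes kept. The deposited value table gave 68 higher and 11 lower female regions.

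Over the 8 pairs of pools, 12604 regions were called in no comparison, 4992 in 1, 2632 in 2 and 817 in 3. Of the 71 regions called in 4 comparisons, 3 changed in the same direction in all of them, and these were named after their values were seen: chromosome 4 at 27640577, chromosome 1 at 393768 and chromosome 14 at 131950734, each lower in stress in the 4 comparisons called. In the comparisons without a call their differences went from -0.59 to 0.32, from -0.31 to 0.37 and from -0.25 to 0.46, in the same order. Most of their calls lay in the weaning stages, where rearing and slide position cannot be told apart. The 4 regions called in 5 comparisons, also named afterwards, changed in both directions: they began at 130347804 on chromosome 1, 85501058 on chromosome 4, 52846621 on chromosome 5 and 51643653 on X. The region at 130347804, for example, was -1.86 in males and 1.04 in females at 1 month, and -1.35 and -1.42 on the arrays labelled male and female after weaning.

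Whether rearing changed any promoter in the same way across sexes and stages was tested over the 8 stress and 8 control pools. A single region was called, on chromosome 4, positions 27640577 to 27641636 (7 probes): it was 0.67 ± 0.12 (SE) lower in stress, with a mean of -0.47 ± 0.50 (SD, n = 8 pools) against 0.20 ± 0.78, and was lower in 7 of 8 pairs (adjusted p = 0.027 with limma and the pool as a random block). This region was not called when pool means were tested (adjusted p = 0.999) or without the after-weaning replicate 1 arrays (adjusted p = 0.229), although its difference there was -0.66 against -0.67 with them. With limma on pool means 0 regions were called, and 635 had an unadjusted p under 0.05. The rearing difference was also compared between males and females over all stages, where limma called 0 regions and 2325 had an unadjusted p under 0.05; quantile normalization gave 15 regions more positive and 28 more negative in males, and 11 and 133 were called from the deposited value table.

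Age was examined in control pools. At 2 years 2275 regions were higher and 6142 lower than at 1 month. The strongest increase was on chromosome 4, positions 100806469 to 100807208, from -2.82 ± 0.58 to -1.04 ± 0.20 (SD, n = 2 pools, difference 1.78 ± 0.23 SE, adjusted p = 1.33e-07), followed by chromosome 5, positions 145458308 to 145460087, over 15 probes (1.61 ± 0.09, adjusted p = 3.76e-16) and chromosome 7, positions 55722974 to 55723793 (1.59 ± 0.22, adjusted p = 2.92e-07). With quantile normalization these increases were nearly equal, at 1.88, 1.89 and 1.90 in the same order. The strongest decreases were on chromosome 11, positions 112357977 to 112358116 (-2.14 ± 0.19, adjusted p = 5.07e-11, but -1.13 with quantile normalization, the smallest of the 5 leading decreases), chromosome 16, positions 34403196 to 34403335 (-2.09 ± 0.18, adjusted p = 4.22e-11), and chromosome 7, positions 136353664 to 136354083 (-2.07 ± 0.19, adjusted p = 7.75e-11), each in both sexes; with quantile normalization the strongest of the 5 was on chromosome 12, positions 23446149 to 23446368 (-2.17, against -2.02 without it). The 10 leading age regions were all called on pool means as well, where 131 regions were higher and 549 lower at 2 years. With the after-weaning replicate 1 arrays left out too, pool means called 169 regions, and the 10 leading regions kept their call. The excess of lower calls was not seen with quantile normalization (3909 higher and 3781 lower), and the median difference over all regions was -0.12 without it. All 1 month arrays were scanned on 1 day and all 2 years arrays on another, so that age and scan day cannot be told apart.

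The rearing difference itself was compared between 2 years and 1 month, and 15 regions had a more positive and 5 a more negative difference at 2 years. On chromosome 15, positions 92339357 to 92340336, stress minus control was -0.43 at 1 month and 0.94 at 2 years (difference 1.36 ± 0.19 SE, adjusted p = 0.000173), and on chromosome 3, positions 153563996 to 153565735, it was -0.92 and 0.45 (1.37 ± 0.27, adjusted p = 0.0197). The 5 regions with a more negative difference, named after their values were seen, began at 36053314 on chromosome 6 (-1.53), 128600620 on chromosome 4 (-1.26), 122513543 on chromosome 14 (-1.12), 104147687 on chromosome 15 (-0.86) and 47940316 on chromosome 1 (-0.74). With limma on pool means 0 regions were called, and 178 had an unadjusted p under 0.05. Quantile normalization gave 67 regions with a more positive and 32 with a more negative difference, 57 and 15 were called from the deposited value table, 11 and 15 with normexp correction, and 36 and 11 without the after-weaning replicate 1 arrays.

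Weaning was examined in control pools of the 2 middle stages, which shared a scan day but differed in extraction protocol. Before weaning the CGH protocol was used for male control replicate 1 and female control replicate 2 only. After weaning it was used for all control arrays except male replicate 1, so stage and protocol cannot be fully told apart. After weaning 3241 regions were higher and 3269 lower than before. Named after their values were seen, the largest increases were on chromosome 14, positions 132326627 to 132326966 (1.72, adjusted p = 0.000472), and chromosome 1, positions 111659677 to 111660176 (1.44, adjusted p = 4.47e-07), and the largest decreases on chromosome 8, positions 72275478 to 72275777 (-1.89, adjusted p = 3.44e-05), and chromosome 4, positions 133311697 to 133312556 (-1.78, adjusted p = 5.48e-06). Regions with a high level rose and those with a low level fell: 2524 of the 3241 higher calls lay among the 5280 regions with the highest level and 2095 of the 3269 lower calls among the 5280 with the lowest (820 and 589 with quantile normalization). Of the 4 control pools compared, male before weaning had the narrowest log ratios, with a 10th to 90th percentile range of 3.29 ± 0.11 (SD, n = 3 arrays) against 4.92, 4.87 and 4.61. With limma on pool means 0 regions were called (2991 at an unadjusted p under 0.05), quantile normalization gave 1568 higher and 1118 lower regions, and 743 and 1128 were called from the deposited value table.

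Sex was compared in control pools. Females had 691 regions higher and 850 lower than males, and chromosome X held 302 of the higher regions (32.0% of its 944 regions) against 389 on autosomes (1.93% of 20176, odds ratio 23.9, Fisher's exact test, two-sided p = 3.41e-232). That test takes regions as independent and rests on calls that see technical spread only, so its p-value does not cover differences between pools. The 5 largest increases were on X, at 118462136 to 118463995 (1.59 ± 0.64 against -1.22 ± 1.00, SD, n = 4 pools; difference 2.81 ± 0.37 SE, adjusted p = 2.2e-06), 28495085 to 28495944 (2.73 ± 0.41), 39709708 to 39710247 (2.65 ± 0.40), 22296641 to 22296780 (2.52 ± 0.43) and 12610946 to 12614365 (2.52 ± 0.35 over 14 probes), all higher in females in 4 of 4 stages. X-linked regions lower in females numbered 141 (14.9%, against 3.51% of the autosomal regions, odds ratio 4.82), led by 106610627 to 106611246 (-0.94 ± 0.17, adjusted p = 0.000184). X was thus enriched for calls in both directions. Of all X regions 49.2% were more positive in females, with a median difference of -0.01 (44.4% and -0.02 on autosomes). Without the after-weaning replicate 1 arrays X held 322 higher and 229 lower regions (24.3% lower), and autosomes held 641 higher regions, for an odds ratio of 15.8. For lower regions the odds ratio was then 8.52, with 3.62% of the autosomal regions lower. On autosomes the largest increase was smaller than on X and the largest decrease was larger: chromosome 9, positions 78100474 to 78101333, was 0.60 ± 0.13 higher in females (adjusted p = 0.00257), and chromosome 1, positions 160029391 to 160030330, was 1.16 ± 0.24 lower (adjusted p = 0.00143). With pool means as the unit 105 regions were higher, all on X, and 1 was lower, X at 146039355 (-0.85, adjusted p = 0.0499); the 5 leading X regions remained past the threshold, and none of the autosomal ones did. The deposited value table gave 390 higher and 1597 lower regions, normexp correction 578 and 265, and leaving out the after-weaning replicate 1 arrays 963 and 960.

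Taken as means over the tested regions of a pool, X minus autosomes was 0.40 ± 0.06 (SD, n = 8 pools) in females and 0.20 ± 0.13 in males for bound over input, a difference of 0.20 (exact permutation test, two-sided p = 0.00249), and it was 0.23 without the after-weaning replicate 1 arrays (exact permutation p = 0.000466). With median signals without background correction this difference was 0.00216 (exact permutation p = 0.925). Along X, leaving out those arrays, the mean female minus male difference was largest between 70 and 80 Mb, at 0.69 ± 0.87 (SD over 65 regions), where 37 regions were called higher, and it was 0.05 ± 0.56 in the 55 regions between 0 and 10 Mb.

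**Figure D4:**
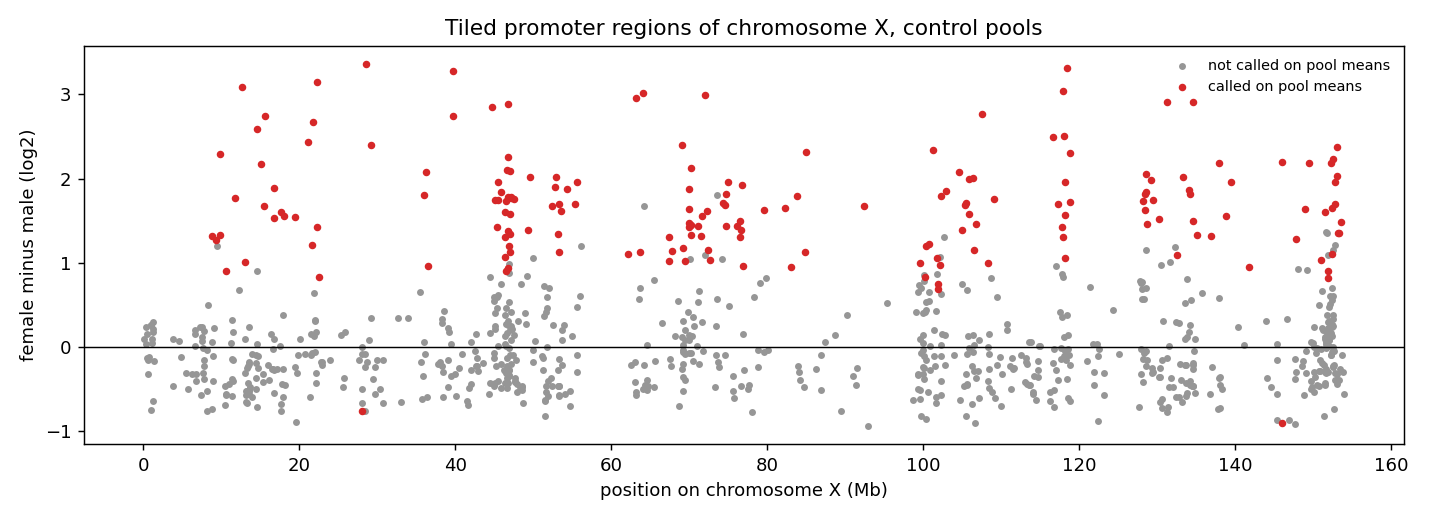
Female minus male log2 difference of each of the 944 tiled regions of chromosome X in control pools, against position in Mb, without the 4 after-weaning replicate 1 arrays; red points have an adjusted p of at most 0.05 on pool means. Of these, 185 lie above 0 and 2 below.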

Values the study reported

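The study reported CD3+ T cells of 10 control and 10 stressed monkeys at 30 days of age, and of 6 control and 4 stressed monkeys at 2 years, pooled and carried through 3 parallel immunoprecipitations. Because it described male monkeys, whereas the labels list both sexes and 4 stages, these numbers may cover only part of the series.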

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

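Among the tests in this part, those of the extraction protocol, of mixed DNA and of the range of log ratios, the comparisons of rearing between the sexes at each stage, the pairs of pools with all arrays kept and all regroupings of samples were chosen only after the result was seen; the others were written down beforehand.

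The 4 after-weaning replicate 1 arrays, in both rearing groups, carried an input X signal opposite to their sex label, a signal outside the main measurement. The arrays labelled male had the X signal of female arrays and the arrays labelled female that of male arrays, 4 of 4 on the opposite side of the midpoint. On autosomes, too, 4 of 4 were closer to replicates 2 and 3 of the opposite sex: their correlations, as deviations from the stage mean, were -0.23 to -0.10 with their own label and 0.03 to 0.30 with the opposite one. Extraction protocols differed by at most 0.0416 log2 units within a before-weaning pool, far less than the distance between the sexes, and all 4 arrays lay inside or beyond the range of the opposite sex, which a mixture of male and female DNA would not give. Exchanged sex labels between the replicate 1 slides of this stage may therefore account for the pattern, as a hypothesis from these values; no biological explanation was tested.

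The rearing differences within pairs of pools reached 4554 and 5002 regions at 1 month. Arrays that differ in the range of their log ratios cannot be ruled out as a source of many of these calls: quantile normalization, which gives all arrays the same range, also called 2266 of the male and 2479 of the female regions, and the lower of these shares was 0.496. Pools that differ for reasons other than rearing may account for part of the rearing calls. Without the after-weaning replicate 1 arrays and over all 4 stages, pairs of opposite sex and the same rearing gave a median of 1138.5 autosomal regions called (11 to 8734). Pairs that differed in rearing gave a median of 1023.5 (37 to 5603), a ratio of 1.11. At 1 month alone, the sexes differed in 1599 regions among control pools and 8734 among stress pools. Rearing gave 5363 in male and 5603 in female pools there, so the medians do not describe that stage alone. With all arrays the medians were 446 and 606, a ratio of 0.736. An effect of rearing stays open, since each pair holds a single pool of each kind.

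The rearing difference was opposite in male and female pools at 1 month, where a test of the difference between the sexes called 8249 regions with limma (4495 more positive and 3754 more negative in males). A difference in range does not remove it, as r across autosomal regions was -0.645 after quantile normalization. With differences in the input channel regressed out, r was -0.717. The input rearing differences were themselves opposite in the 2 sexes (r = -0.441). At the other stages this input correlation was -0.371 before weaning, 0.645 after weaning (with the labels as given) and -0.757 at 2 years, so an opposite sign was not particular to 1 month. Linear regression on the input cannot exclude a technical difference that acted on both channels. Exchanged rearing labels in 1 sex at this stage cannot be told apart from a real difference. The test assumed that pools of a label share animals between stages, so that input differences recur with a correlation above 0 where labels are right. The input rearing differences of 1 month and 2 years correlated at -0.594 in males and -0.61 in females, so that neither sex stood out. With both below 0 that recurrence was not seen, and the test decides nothing about the labels. A technical difference between the pools stays open. So does a difference between the sexes in the response to rearing, which was not tested on other animals.

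The same test of the difference between the sexes called 1379 regions before weaning and 56 at 2 years. These counts depended on the values used: before weaning they were 134 with median signals, 119 with normexp correction, 318 with dim probes kept and 2204 without the after-weaning replicate 1 arrays, and at 2 years 4909, 6653 and 3096 with the same values and 33 with the deposited value table. After weaning, with the labels as given, it called 3 regions: chromosome 5, positions 61349331 to 61349550 (-1.67 ± 0.32 SE, adjusted p = 0.045), chromosome 7, positions 130713301 to 130713480 (1.99 ± 0.38, adjusted p = 0.045), and X, positions 22112067 to 22112406 (-1.54 ± 0.27, adjusted p = 0.0426), chosen after their values were seen, and 100 without the replicate 1 arrays. Rearing differences that changed between 1 month and 2 years were found in 20 regions. In male control pools, X at 147640294 had a value of -1.68 at 1 month that lay far from the other stages; 46 groups of pools were examined in this way and 1 stood out, where chance marks about 1 group in 20.

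Regrouping the arrays of a pair of pools makes 10 splits, too few for a share under 0.05. The arrays of a pool are also parallel assays of the same DNA. Any difference between the 2 pools therefore favours the real split, whatever its cause, and these counts say nothing about rearing. The real count and the highest of the other splits were 4554 and 0 for males and 5002 and 0 for females at 1 month, 1985 and 8 for males and 923 and 149 for females before weaning, 326 and 311 for arrays labelled female after weaning, and 25 and 0 for males and 23 and 0 for females at 2 years, each with 1 split as large. Arrays labelled male after weaning gave 173, with 3 splits as large and 789 for the highest, which put both replicate 1 arrays on the same side; the count without replicate 1 is given above. Age (8417 against 1020) and weaning (6510 against 2807) allow 3 splits with 1 as large, and rearing by age (20 against 6684) allows 8 with 6 as large, also too few. For sex in controls 30 of 35 splits gave as many regions as the real 1541, so chance could not be excluded for that count. The highest, 13986, set the 1 month and 2 years pools against both weaning stages, which follows the scan days and points to a structure of the samples; sex was balanced within each day, and with the slide as a block the count was 1225. For rearing over all pools 21 of 100 splits called at least the 1 region, and the highest, 1098, exchanged the labels of the female pools at 1 month; chance could not be excluded for it. For rearing by sex the real count was 0, so that all 35 splits were as large whatever they gave (highest 1124) and the regrouping decides nothing.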

How the results depend on the processing

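Leaving out the 4 after-weaning replicate 1 arrays was chosen after the data were seen, alone or with another choice; the other alternatives were planned, and the cause of each shift was not tested unless stated. No named region reversed its direction, but the balance of higher and lower calls turned in several alternatives. It became 1896 higher and 2058 lower for males at 1 month with quantile normalization, 1956 and 1612 for females at 1 month with the deposited value table, 3909 and 3781 for age and 1568 and 1118 for weaning with quantile normalization, and 578 and 265 for sex with normexp correction; for males before weaning, where it was nearly even, all 5 alternatives of values had more lower calls. Of the 79 named regions 73 kept their call with quantile normalization, 56 with median signals, 52 with normexp correction, 56 with dim probes kept, 76 with the slide block, 44 of 49 with the replicate block, 64 of 78 with the deposited value table, 76 without the after-weaning replicate 1 arrays and 16 of 31 on pool means; 21 of the 48 regions named for pool pairs lost it when a single array of the pair was left out. Signal over background limits what the counts can show: the median input signal of an array went down to 9.93 intensity units at 2 years. The planned set test with an estimated correlation was not run, because the gene lists were not analysed here. For the planned comparisons, counts not listed below were within 1.5 times of the reported count, apart from single arrays left out, which are given as ranges. For the added comparisons of rearing between the sexes at each stage, counts at 1 month stayed within 1.5 times (6646 to 9969); those before weaning and at 2 years are given with the result, and after weaning the counts were 0 with quantile normalization, median signals or normexp correction (1017, 540 and 650 at an unadjusted p under 0.05), 2 with the deposited value table and 1 with dim probes kept.

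Quantile normalization gave 325 for female rearing before weaning, 31 and 170 for arrays labelled male and female after weaning, 72 and 51 for males and females at 2 years, 43 for rearing by sex, 99 for rearing by age and 2686 for weaning. Median signals gave 2807 for males at 1 month, 107 and 168 for males and females before weaning, 23 and 64 after weaning, 3904 and 37 at 2 years, 2 for rearing over all pools, 32 for rearing by age and 3223 for weaning, and the X difference between the sexes was 0.00216 (exact permutation p = 0.925), past no threshold. Normexp correction gave 2867 for males at 1 month, 126 and 87 for males and females before weaning, 12 and 73 after weaning, 6858 for males at 2 years, 2 for rearing over all pools, 843 for sex and 2564 for weaning. The deposited value table gave 2950 for males at 1 month, 312 for females before weaning, 24 and 71 for males and females after weaning, 79 for females at 2 years, 144 for rearing by sex, 72 for rearing by age and 1871 for weaning; it shifted the median difference of all regions to -0.11 for males before weaning and 0.14 for females at 2 years. With dim probes kept the counts were 301 and 115 for males and females before weaning, 8 and 20 after weaning, 1796 and 5 at 2 years, 0 for rearing over all pools (942 at an unadjusted p under 0.05), 669 for sex, 10 for rearing by age and 2936 for weaning.

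The slide block, which replaced the pool block in the comparisons over all pools (slide correlation 0.165 for rearing), gave 3144 and 1843 for males and females before weaning, 611 and 849 after weaning, 5 for males at 2 years, 97 for rearing over all pools and 1166 for rearing by sex. The replicate block gave 268 for arrays labelled male after weaning, 16 for males at 2 years and 0 for rearing over all pools (758 at an unadjusted p under 0.05). By the limit set on the correlations, replicate numbers paired the samples only in female after-weaning pools, where the block left the count within 1.5 times, but a shared slide tied the arrays of a number in all 4 pairs of the weaning stages (correlations of 0.0417 to 0.294); no count other than these 3 moved by more than that. In both sexes before weaning each array correlated best with its own number, a hint from the data that goes with shared slides. After weaning, the opposite X signal of both replicate 1 arrays of a pair may also make numbers correlate. It cannot be told apart there from a shared slide. The methods' 2 stages on probes gave 4107 and 3820 for males and females before weaning, 3344 and 3796 after weaning, 3460 and 2315 at 2 years, 997 for rearing over all pools, 4244 for rearing by sex, 2909 for sex and 2494 for rearing by age; that test takes neighbouring probes as independent and was run on median-centred values.

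On pool means the counts were 0 for rearing over all pools, rearing by age and weaning, 106 for sex and 680 for age, and with the replicate 1 arrays left out too they were 0, 0, 0, 187 and 169 (635, 178 and 2991 regions at an unadjusted p under 0.05 for the zeros with all arrays, 619, 102 and 2397 without). Without those arrays alone the counts were 1573 for females before weaning, 558 for females after weaning, 42 and 38 for males and females at 2 years, 0 for rearing over all pools (716 at an unadjusted p under 0.05), 1 for rearing by sex and 47 for rearing by age. For rearing over all pools the count was 8 without the 1 month stage, 0 without the after-weaning stage, 0 without the 2 years stage (255 and 550 at an unadjusted p under 0.05) and 0 without the replicate 1 arrays and the before-weaning stage (885).

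Leaving out each array in turn gave 2549 to 3621 regions for males and 3362 to 3903 for females at 1 month, 1098 to 1567 and 312 to 948 before weaning, 106 to 309 and 123 to 470 after weaning, and 0 to 41 and 7 to 32 at 2 years; an arm left with 2 arrays was fitted with the spread shared by all pools.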

Other observations

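The tests in this part were chosen only after the data were seen.

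Along X, leaving out the after-weaning replicate 1 arrays, 31.6% of the 79 regions between 10 and 20 Mb were more positive in females, with 15 called higher and 32 lower, while between 70 and 80 Mb 69.2% of 65 were more positive.

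The width of the log ratio distribution (10th to 90th percentile; SD, n = 3 arrays) differed between the pools of some pairs. For control and stress it was 3.61 ± 0.03 and 4.64 ± 0.25 in males and 4.43 ± 0.12 and 3.40 ± 0.15 in females at 1 month, 3.29 ± 0.11 and 4.40 ± 0.34 in males and 4.92 ± 0.29 and 4.75 ± 0.11 in females before weaning, 4.87 ± 0.26 and 4.80 ± 0.18 in males and 4.61 ± 0.60 and 4.59 ± 0.36 in females after weaning, and 3.65 ± 0.12 and 3.41 ± 0.11 in males and 3.41 ± 0.17 and 3.70 ± 0.03 in females at 2 years.

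The input X signal of the before-weaning stress pools, if read as a mixture of sexes, would correspond to a male share of 33.2% in the female pool and a female share of 11.6% in the male pool. For such shares the change of each of the 944 X regions in bound over input was worked out from the control pools of 1 month and 2 years, and the stress minus control difference was regressed on it, together with the level. A slope of 1 would follow the mixture in full. It was 0.584 ± 0.0558 (jackknife SE over 10 Mb bins) in males and 0.766 with quantile normalization, against 0.0125 ± 0.039 in males after weaning without the replicate 1 arrays, so that DNA of females in the male stress pool may account for part of its X-linked difference, as a hypothesis. In females it was 0.389 ± 0.0792 and 0.227 with quantile normalization, against 0.168 ± 0.105 after weaning, and did not decide whether male DNA was present; autosomal differences were not tested in this way.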
